A study of Mus musculus with 34 samples. Its data were reported in "Novel Syngeneic Cell Lines for Studying High-Risk BRAFV600E-Driven Colorectal Cancer In Vivo" (2026).

How the data were processed

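RNA from the mouse cell lines NaJa-D, NaJa-F and NaJa-G, treated with 0.5 µM encorafenib or DMSO for 1 day or 5 days, was sequenced by the authors. Per the authors' methods, plating was done together for both time points and confluence was checked before RNA was taken. The authors aligned reads with STAR to the GRCm38 genome, and the deposited values are raw counts per gene. The counter, the annotation release and the use of strand were not stated. The authors' methods name limma with TMM scaling, a summed count above 2 per gene and a Benjamini-Hochberg adjusted p below 0.01. In the table each of the 14107 genes exceeded 1 CPM in at least 2 libraries, a stricter limit than the one stated, and the smallest summed count was 360.

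All 34 libraries of the table were used, in the 12 groups of line, treatment and day given by their titles. NaJa-F encorafenib day 5 and NaJa-G DMSO day 5 had 2 libraries each, and further replicates of these groups were not used here. Total counts ranged from 46007050 to 80121299 per library, and TMM factors from 0.876 to 1.07. Intervals from counting error alone would be too narrow, since pairs of replicates differed by 3.31 to 85.9 times the variance of counting noise. No gene was listed more than once. Gene symbols and positions came from GENCODE M21 for 14064 of the 14107 identifiers, and 43 had none.

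Counts were analysed in R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. A single model with a mean for each of the 12 groups was fitted with limma after voom weighting and TMM scaling. The authors did not state the use of voom. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 over all genes of a comparison, and all tests were two-sided. The comparisons were encorafenib against DMSO in each line and day, the lines against each other in DMSO with the mean of both days, day 5 against day 1 in DMSO, and the differences of the encorafenib response between lines and between days. CPM were computed with TMM factors and are given as mean and SD over the libraries of a group. Principal components used log2 CPM with a prior count of 2 for the 500 most variable genes.

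Gene lists were tested with fry from limma, with an adjusted p below 0.05 within each family of 30 encorafenib tests, 14 tests of response differences and 6 DMSO tests. These comparisons, tests, lists and alternatives were chosen before the data were examined. The GC correction (a lowess of span 0.3 on GC content removed per library) and the equal depth (counts thinned to the smallest total) were added later. So were the ERK and MAPK list tests over time in either arm, in a family of 12 tests. The interferon and WNT lists were also tested later, in a family of 15 tests each. Each such family held the encorafenib comparisons, the changes over time in either arm and the response differences between days. All of these are given in the closing section. The text names genes by a rule. It names members of the lists, the genes of the engineered alleles (Braf, Trp53 and Apc), and for each encorafenib comparison the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes that averaged at least 2 log2 CPM and had no overlap between the libraries of the groups. The lists were ERK targets shown by the study, a MAPK activity list, class I antigen presentation, death effectors, cell cycle, epithelial, mesenchymal, interferon and WNT target lists, receptor kinases, death and inflammation genes, MHC genes, immune regulators and secreted factors. Members absent from the table were Tap1, Psmb8, Psmb9 and Nlrc5 of the class I list, Cdx1 of the epithelial list, Ascl2 of the WNT list, Ccl20 of the secreted factors, and Isg15, Ifit1, Ifit3, Mx1, Mx2, Rsad2, Ifi44 and Gbp3 of the interferon list.

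Alternatives were edgeR quasi-likelihood, DESeq2 1.42.0, limma-trend (prior count 3), filterByExpr and no filter, RLE scaling, scaling by library size only, the replicate number as a block, an adjusted p below 0.05, an absolute log2 fold change of at least 1, camera with an estimated correlation, lists limited to genes of at least 2 log2 CPM, only the groups compared in the fit, either day alone in DMSO, and leaving out each library in turn. Where a group would keep 1 library, no call was made. The procedure was tested on simulated data. Of 200 genes simulated as changed, limma-voom recovered 174 (87%) and called 0 of 13907 unchanged genes, and edgeR and DESeq2 recovered 89.5%, calling 0 and 2 unchanged genes. In lists of 10 unchanged genes drawn at random, fry gave p below 0.05 in 5.5% and camera in 0.5% of 200 lists. The simulated genes varied independently and only 200 of 14107 were changed. These rates therefore need not hold for lists of correlated genes in the real data, where far more genes were called. A simulated GC trend gave 4780 false calls, and after the GC correction there were 0, with 84.4% of the changed genes recovered.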

Results

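The data were gene expression counts from 3 mouse colorectal cancer cell lines, NaJa-D, NaJa-F and NaJa-G. The lines were grown from the peritoneal fluid of mice that had received colon organoids with an activated Braf allele, a mutant Trp53 allele and inactivated Apc. Cells were treated with 0.5 µM encorafenib, an inhibitor of the mutant BRAF kinase, or with the solvent DMSO, and RNA was taken at day 1 or day 5. The 34 libraries formed 12 groups of cell line, treatment and day. There were 3 libraries in 10 of the groups. The NaJa-F encorafenib day 5 group and the NaJa-G DMSO day 5 group had 2 libraries each. All 14107 genes of the table were tested.

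Total counts per library ranged from 46007050 to 80121299. The group means in NaJa-D were 49.1 M and 53.9 M in DMSO and 62.8 M and 60.9 M in encorafenib, at day 1 and day 5. In NaJa-F they were 65.3 M and 58.3 M in DMSO and 67.8 M and 56.5 M in encorafenib. In NaJa-G they were 69.9 M and 62.4 M in DMSO and 64.2 M and 66.4 M in encorafenib. Abundance is given as counts scaled to the library size with TMM factors (CPM). The 50 most abundant genes took from 11.3% to 19.4% of the counts of a library. The library titled NaJa-D DMSO day 1 replicate 3 carries NaJa-G in its cell line field. It was kept under its title. Across genes, its log2 CPM correlated with the other NaJa-D DMSO day 1 libraries at 0.995 and with the NaJa-G DMSO day 1 libraries at 0.920 at most.

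The first principal component of the 500 most variable genes held 56.0% of their variance and separated the lines. Scores ran from -45.5 to -41.1 in NaJa-D, from -3.18 to 6.25 in NaJa-F and from 38.8 to 48.5 in NaJa-G. The second and the third component held 21.6% and 12.8%. On the third component the mean score was 18.5 in NaJa-D DMSO day 1 and -5.88 in NaJa-D encorafenib day 1, and it was 30.8 and -10.7 in the same groups of NaJa-G. The median SD of a gene between replicates was 0.0485 to 0.147 log2 CPM, with the highest value in NaJa-D encorafenib day 1.

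**Figure D1:**
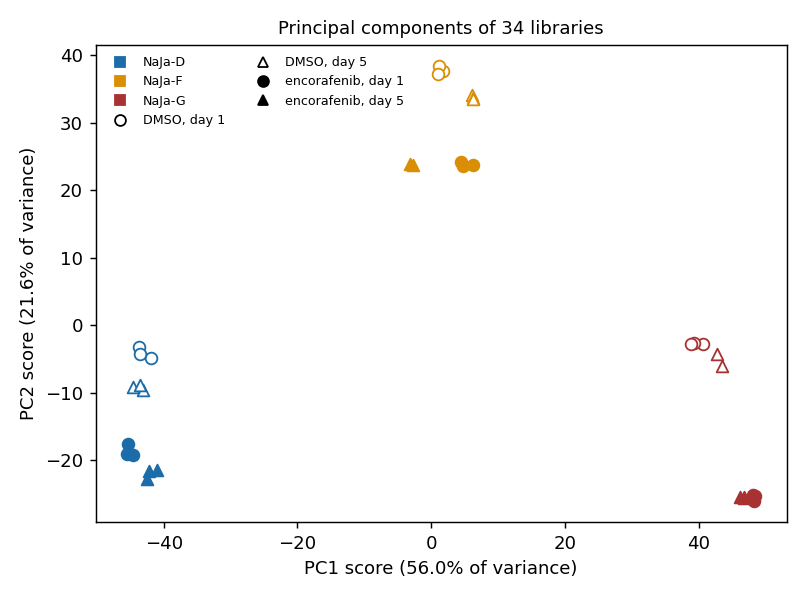
Scores of the 34 libraries on the first and the second principal component (no units), from log2 CPM of the 500 most variable genes, by line, treatment and day. The lines lie apart on the first component, from -45.5 to -41.1 in NaJa-D, -3.18 to 6.25 in NaJa-F and 38.8 to 48.5 in NaJa-G.

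The genes of the engineered alleles were counted in all lines. In DMSO at day 1 (SD, n = 3), Braf (ENSMUSG00000002413, chromosome 6, 39603237 to 39725463, GRCm38) had 37.9 ± 1.32 CPM in NaJa-D, 37.1 ± 1.56 CPM in NaJa-F and 40.9 ± 2.62 CPM in NaJa-G. Trp53 (ENSMUSG00000059552, chromosome 11, 69580359 to 69591873) had 143 ± 3.7, 187 ± 3.11 and 219 ± 9.49 CPM in these groups, and Apc (ENSMUSG00000005871, chromosome 18, 34220924 to 34322552) had 173 ± 12.4, 207 ± 9.79 and 196 ± 7.1 CPM. Counts per gene do not show which allele a transcript came from.

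Differences between the lines without inhibitor were asked with the DMSO libraries of both days. At an adjusted p below 0.01, 8685 genes differed between NaJa-F and NaJa-D (4592 higher and 4093 lower in NaJa-F), 9515 between NaJa-G and NaJa-D (4702 and 4813) and 7673 between NaJa-G and NaJa-F (3554 and 4119). Each pair of these comparisons shares the libraries of a line. Requiring an absolute log2 fold change of at least 1 gave 1773, 2872 and 2089 genes. Scaling by library size only shifted the median of all genes by 0.12 for NaJa-F and for NaJa-G against NaJa-D. The share of higher genes among those called was then 66.5% and 59.9%, against 52.9% and 49.4% with TMM scaling.

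The study describes the lines as ranging from epithelial to mesenchymal. The epithelial list (15 genes tested) had a median log2 fold change of -0.80 for NaJa-F against NaJa-D (limma fry, adjusted p = 1.42e-18 over 6 tests), -3.20 for NaJa-G against NaJa-D (adjusted p = 3.63e-28) and -2.60 for NaJa-G against NaJa-F (adjusted p = 2.3e-25). Of its 15 genes, 11, 14 and 14 were called lower, and 2, 0 and 0 higher. The mesenchymal list (15 genes) had medians of 1.80 (adjusted p = 7.87e-17), 4.2 (adjusted p = 5.34e-25) and 1.39 (adjusted p = 2.9e-23), with 10, 14 and 14 genes called higher and 2, 1 and 1 lower. Adjusted over the list alone, 13, 14 and 14 epithelial and 12, 15 and 15 mesenchymal genes were called, the same counts as over all genes. Under camera with an estimated correlation, all of these calls held except the mesenchymal list in NaJa-F against NaJa-D (adjusted p = 0.0539). Vim (ENSMUSG00000026728, chromosome 2, 13573927 to 13582826) had 124 ± 4.69 CPM in NaJa-D, 449 ± 34.7 CPM in NaJa-F and 2503 ± 372 CPM in NaJa-G (DMSO day 1, SD, n = 3). Epcam (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129) was lower in NaJa-G than in NaJa-D by a log2 fold change of -3.78, and Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246) by -1.37. Cdx2 (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) was higher in NaJa-F than in NaJa-D (1.25) and lower in NaJa-G than in NaJa-D (-1.35).

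**Figure D2:**
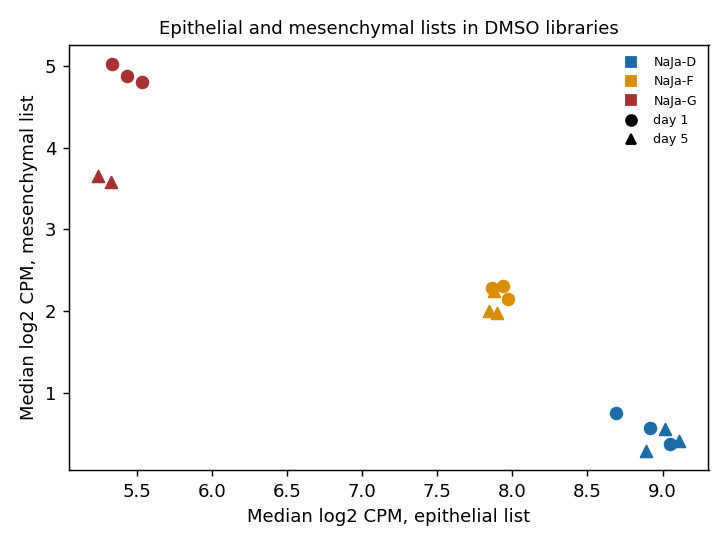
Median log2 CPM of the mesenchymal list against that of the epithelial list in each DMSO library, by line and day. The median log2 fold change between NaJa-G and NaJa-D was -3.20 for the epithelial and 4.2 for the mesenchymal list.

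Receptor kinases were compared because the study examined them in these lines. Axl (ENSMUSG00000002602, chromosome 7, 25757273 to 25788705) had 46.1 ± 2.45 CPM in NaJa-D, 743 ± 66.3 CPM in NaJa-F and 319 ± 38.8 CPM in NaJa-G (DMSO day 1, SD, n = 3). Its log2 fold change was 4.08 for NaJa-F against NaJa-D and 2.99 for NaJa-G against NaJa-D. Egfr (ENSMUSG00000020122), Erbb2 (ENSMUSG00000062312) and Erbb3 (ENSMUSG00000018166) were lower in NaJa-G than in NaJa-D, by -1.63, -1.35 and -3.84, and Met (ENSMUSG00000009376) by -0.31. Pdgfra, Tyro3 and Mertk were higher in NaJa-G than in NaJa-D, by 1.57, 0.97 and 1.39. For NaJa-F against NaJa-D, Egfr (0.01, limma adjusted p = 0.899) and Tyro3 (-0.11, adjusted p = 0.134) did not pass the threshold, and their sign changed with the scaling. Of the 8 kinases, 6, 8 and 6 were called in the 3 comparisons over all genes and 6, 8 and 7 adjusted over the list alone. The call of Met for NaJa-F against NaJa-D (-0.19, adjusted p = 0.00753) was lost in 7 of the 12 fits without 1 library (-0.24 to -0.16) and with scaling by library size only. Mertk was not called for NaJa-G against NaJa-F (0.32, adjusted p = 0.0116) and gained the call in 3 of the 9 such fits with a test (0.28 to 0.38). The study showed these kinases for the same lines, so neither the counts over all genes nor those adjusted over the list alone are independent evidence.

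The effect of encorafenib was asked in each line against the DMSO libraries of the same day. In NaJa-D, 6335 genes changed at day 1 (3347 higher, 2988 lower) and 4651 at day 5 (2578 and 2073). In NaJa-F, 4161 genes changed at day 1 (2468 and 1693) and 2567 at day 5 (1368 and 1199). In NaJa-G, 9026 genes changed at day 1 (4979 and 4047) and 7502 at day 5 (4023 and 3479). Requiring an absolute log2 fold change of at least 1 gave 1103, 778, 691, 579, 2883 and 2263 genes in the same order. With only the groups compared in the fit, NaJa-D at day 1 had 3546 genes. Scaling by library size only gave 63.6% higher genes there, against 52.8%. The median absolute log2 fold change over all genes was 0.31 and 0.22 in NaJa-D, 0.21 and 0.17 in NaJa-F and 0.47 and 0.37 in NaJa-G, at day 1 and day 5. Of the genes called in NaJa-D at day 1 that averaged at least 2 log2 CPM, 4915 had no overlap between the libraries of the groups. Chance gives this for 10% of unchanged genes with 3 against 3. The 4915 were counted among genes already called, so the 10% cannot test them.

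**Figure D3:**
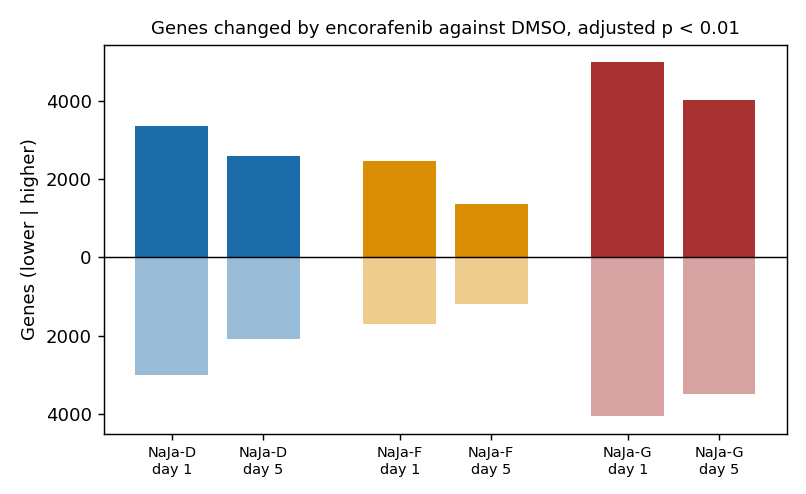
Number of genes higher (upward bars) or lower (downward bars) under encorafenib than under DMSO at an adjusted p below 0.01, for each line and day. The totals ran from 2567 genes in NaJa-F at day 5 to 9026 genes in NaJa-G at day 1.

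At day 1, 2877 genes were called in all 3 lines. Of these, 1716 were higher and 1114 lower in each line, where independent calls would give 207 and 103, and 47 were mixed. At day 5, 1618 genes were called in all 3 lines (941 higher, 604 lower and 73 mixed, with 71 and 43 by independent calls). In all 6 comparisons, 717 genes were higher and 433 lower.

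The genes with the largest changes were chosen by the rule given with the processing. In NaJa-D at day 1, Aqp8 (ENSMUSG00000030762) fell from 113 ± 8.31 to 2.07 ± 1.36 CPM (SD, n = 3 and 3), a log2 fold change of -6.05, and Dhrs9 and Ptprz1 changed by -4.36 and -3.66. Psca, Tle2 and Fer1l4 rose by 4.39, 4.30 and 4.08. At day 5 in NaJa-D, Aqp8, Cdh17 and Dhrs9 changed by -5.92, -4.94 and -4.70, and Nts, Pappa and Prr9 by 4.69, 3.94 and 3.61. In NaJa-F at day 1, Aqp8, Stc1 and Nptx1 changed by -3.93, -3.70 and -3.54, and Sprr2a3, Spon2 and Adamts15 by 2.94, 2.85 and 2.76. Sprr2a3 belongs to a family of closely related genes, so its counts are uncertain. At day 5 in NaJa-F, Nptx1, Stc1 and Smoc2 changed by -4.98, -4.63 and -4.44, and Fras1, Plekhs1 and Sema3d by 2.30, 2.15 and 2.15. In NaJa-G at day 1, Dhrs9, Adamts8 and Stc1 changed by -5.48, -4.65 and -4.29, and Serpinb1a, Cd200r3 and Vnn1 by 6.14, 4.98 and 4.79. At day 5 in NaJa-G, Aqp3, Smoc2 and Stc1 changed by -4.95, -4.20 and -4.00, and Slc24a3, Col11a1 and Fbln5 by 6.43, 5.99 and 5.55.

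Transcripts controlled by the ERK pathway, which lies downstream of BRAF, were read from a pair of lists. The ERK targets shown by the study (10 genes) had medians at day 1 of -0.53 in NaJa-D (limma fry, adjusted p = 0.000814 over 30 tests), -0.71 in NaJa-F (adjusted p = 7.75e-08) and -1.45 in NaJa-G (adjusted p = 1.23e-11). At day 5 they were 0.07 (adjusted p = 0.0177), -0.06 (adjusted p = 0.409) and -0.64 (adjusted p = 1.62e-06). Members went both ways, with 7, 6 and 7 called lower and 2, 2 and 2 called higher at day 1. The NaJa-D value at day 5 was 0.05 (adjusted p = 0.0671) without DMSO day 5 replicate 2 and 0.06 (adjusted p = 0.0538) without encorafenib day 5 replicate 2. Scaling by library size only gave -0.45 for NaJa-D at day 1 (adjusted p = 0.0613). Over all genes, 9, 8 and 9 members were called at day 1 and 4, 5 and 10 at day 5 in NaJa-D, NaJa-F and NaJa-G. Adjusted over the list alone, these were 9, 8 and 9, and 4, 7 and 10. The study showed these genes for the same experiment, so neither these counts nor the tests of this list, here or below, are independent evidence. Fosl1 and Spry4 were lower in all 6 comparisons. Dusp1 and Fosl2 were higher in all 6, but Fosl2 in NaJa-F at day 1 (0.20) lost its call in each of the 6 fits that left out 1 library (0.18 to 0.22). At day 5 (0.25) it lost its call in the 3 fits without a DMSO library, and the other 2 fits left 1 encorafenib library and had no test (0.20 to 0.26 over the 5 fits).

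The MAPK activity list (10 genes) had medians of -0.66 and -0.44 in NaJa-D, -0.75 and -0.33 in NaJa-F and -1.15 and -0.73 in NaJa-G, at day 1 and day 5, with adjusted p from 7.27e-16 to 9.42e-07. Over all genes, 10, 6, 6, 6, 8 and 8 members were called in this order, and 10, 6, 6, 7, 8 and 8 adjusted over the list alone. Under camera with an estimated correlation, no ERK or MAPK list passed an adjusted p of 0.05. Etv4, Etv5, Spry2 and Spry4 were lower in all 6 comparisons. In NaJa-G at day 1 (SD, n = 3 and 3), Spry4 (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415) fell from 24.3 ± 1.66 to 1.96 ± 0.159 CPM and Etv4 (ENSMUSG00000017724, chromosome 11, 101769742 to 101785371) from 96.8 ± 2.74 to 7.79 ± 0.231 CPM. Ccnd1 was lower in NaJa-D (-0.33 and -0.54) and higher in NaJa-G (0.68 and 0.69). In NaJa-D at day 1 its call was lost without encorafenib replicate 2 (-0.26). Its response differed between these lines by 1.02 at day 1 (limma adjusted p = 3.8e-08) and 1.22 at day 5 (adjusted p = 5.63e-09).

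**Figure D4:**
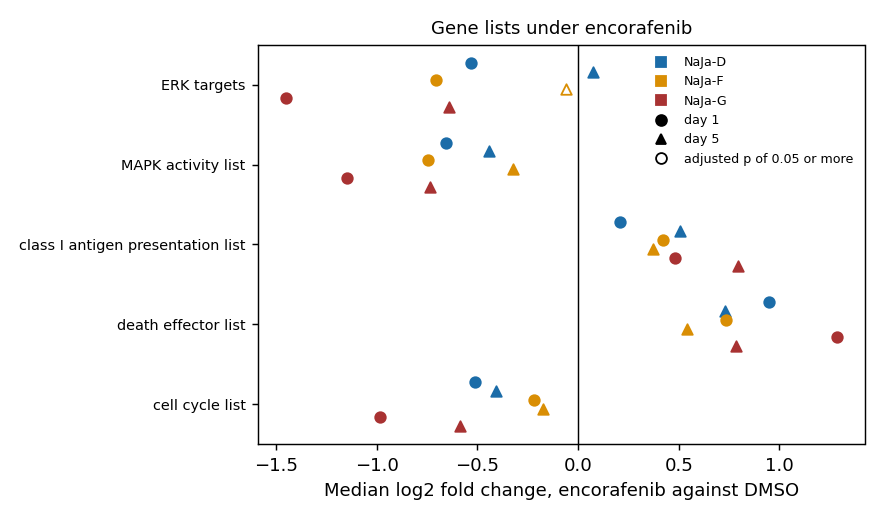
Median log2 fold change, encorafenib against DMSO, of 5 gene lists in each line at day 1 and day 5. Filled symbols have a fry adjusted p below 0.05, which the ERK targets in NaJa-F at day 5 (-0.06) do not.

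Whether the response differed between lines or days was tested on the difference of the fold changes. At day 1, 1240 genes responded differently in NaJa-F and NaJa-D, 5134 in NaJa-G and NaJa-D and 4724 in NaJa-G and NaJa-F. At day 5 the counts were 1248, 3089 and 3412. Between day 5 and day 1, the response differed for 1029 genes in NaJa-D, 830 in NaJa-F and 4473 in NaJa-G. Requiring an absolute difference of at least 1 on the log2 scale gave 202, 1345, 953, 279, 1034, 1144, 181, 286 and 1380. Without NaJa-D encorafenib day 1 replicate 3, the count for NaJa-F against NaJa-D at day 1 was 3937 and that between the days in NaJa-D was 3104. Leaving out other single libraries lowered them to 645 and 581. In NaJa-F against NaJa-D at day 1, 51.0% of the genes had the more positive response in NaJa-F, against 40.9% with DESeq2 and 34.7% with scaling by library size only. For NaJa-G against NaJa-D the share was 55.5% at day 1 and 64.3% at day 5, against 40.2% and 51.4% with scaling by library size only, which shifted the median of all genes by -0.13 at day 1.

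The response of the ERK targets was more positive at day 5 than at day 1 by medians of 0.44 in NaJa-D (limma fry, adjusted p = 0.000267 over 14 tests), 0.57 in NaJa-F (adjusted p = 0.00015) and 0.76 in NaJa-G (adjusted p = 0.000168). The MAPK activity list gave 0.34 (adjusted p = 0.0133), 0.27 (adjusted p = 0.0192) and 0.26 (adjusted p = 8.69e-05). Without NaJa-D encorafenib day 1 replicate 1, the NaJa-D value was 0.24 (adjusted p = 0.0502). In NaJa-G the ERK targets changed more negatively than in NaJa-D and NaJa-F, by -0.79 and -0.75 at day 1 and by -0.66 and -0.63 at day 5. The MAPK activity list did so by -0.45 and -0.56 at day 1 and by -0.64 and -0.63 at day 5. The adjusted p of these 8 differences ranged from 5.29e-08 to 0.000573. None of the 14 differences passed under camera with an estimated correlation.

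Changes over time in DMSO gave the background of the day 5 comparisons. From day 1 to day 5, 4090 genes changed in NaJa-D (1938 higher, 2152 lower), 2361 in NaJa-F (1372 and 989) and 4804 in NaJa-G (2432 and 2372). Requiring an absolute log2 fold change of at least 1 gave 412, 197 and 559. The NaJa-F count was 1462 without DMSO day 1 replicate 2 and 1572 without DMSO day 5 replicate 3. With only the groups compared in the fit, NaJa-G had 1182 genes. Scaling by library size only shifted the median of all genes in NaJa-D by 0.18. The share of higher genes was then 81.7% in NaJa-D, 78.6% in NaJa-F and 62.4% in NaJa-G, against 47.4%, 58.1% and 50.6%.

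Proliferation and cell death were followed with a list each. The cell cycle list (20 genes) had medians of -0.51 and -0.41 in NaJa-D, -0.22 and -0.18 in NaJa-F and -0.98 and -0.59 in NaJa-G (limma fry, adjusted p from 5.12e-17 to 0.000183). Over all genes, 19, 19, 9, 8, 20 and 18 members were called, all lower, and 19, 20, 10, 10, 20 and 18 adjusted over the list alone. The death effector list (11 genes) had medians of 0.95 and 0.73, 0.73 and 0.54, and 1.29 and 0.79 (adjusted p from 3.3e-19 to 3.82e-11). Its members called over all genes were 7, 7, 7, 6, 10 and 8, and adjusted over the list alone the same. All of these were higher in NaJa-D and NaJa-F, and 9 and 6 of them in NaJa-G, where 1 and 2 were lower. Under camera, the death effector list held in all comparisons but NaJa-G at day 5 (adjusted p = 0.117), and the cell cycle list held in NaJa-D at day 5 and NaJa-G at day 1. Bid, Bik, Btg2, Casp4, Dcn and Pmaip1 were higher in all 6 comparisons. Casp4 averaged below 1 CPM in each group, and its call in NaJa-D at day 1 (1.29) was lost in 5 of the 6 fits without 1 library (0.95 to 1.5). In NaJa-F its call was lost in 4 of the 6 fits at day 1 (1.13 to 1.44) and without DMSO day 5 replicate 2 at day 5 (1.36), and in NaJa-G at day 5 it was 1.49 without DMSO day 5 replicate 3 and 4.70 without DMSO day 5 replicate 1, each with 1 DMSO library left and no test. The call of Dcn in NaJa-D at day 1 (1.88) was lost in 3 of the 6 fits (1.46 to 2.5), without DMSO replicate 1 or 3 or encorafenib replicate 3. That of Bik at day 1 was lost without DMSO replicate 3 in NaJa-D (0.86) and without DMSO replicate 2 in NaJa-G (0.83). Pmaip1 (ENSMUSG00000024521, chromosome 18, 66458533 to 66465565) rose from 20.1 ± 1.36 to 45.8 ± 1.07 CPM in NaJa-G at day 1 (SD, n = 3 and 3). Of the 11 death and inflammation genes the study names, 10, 8, 9, 7, 10 and 10 were called over all genes and as many adjusted over the list alone. All of these were higher, but for 2 lower in NaJa-G at day 5. Besides the genes above, fits without 1 library took the call in NaJa-D from Bcl2l2 at day 1 (0.72) in 5 of 6 (0.53 to 0.95) and from Il33 at day 1 (1.00) in 5 of 6 (0.80 to 1.23) and at day 5 (0.85) in 4 of 6 (0.58 to 1.1). In NaJa-F at day 1, Bmf (0.82) lost it in 2 of 6 (0.67 to 0.97), and in NaJa-D at day 5, where it was not called (0.28), it gained the call in 1 of 6 (0.15 to 0.38). Il18 (ENSMUSG00000039217, chromosome 9, 50554827 to 50581840) was higher in all 6 and rose from 0.0489 ± 0.031 to 9.39 ± 0.485 CPM in NaJa-G at day 1. No comparison called Bcl2l2 lower.

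Bmf (ENSMUSG00000040093, chromosome 2, 118528757 to 118549687) and Bcl2l11 (ENSMUSG00000027381, chromosome 2, 128126038 to 128162547), which encode BH3-only proteins, changed direction with time in NaJa-G. Bmf had 27.4 ± 1.92 CPM in encorafenib and 4.09 ± 0.273 CPM in DMSO at day 1 (SD, n = 3 and 3), a log2 fold change of 2.74. At day 5 it had 11.8 ± 0.352 and 24.9 ± 0.0655 CPM (n = 3 and 2), a log2 fold change of -1.08. Bcl2l11 changed by 1.51 at day 1 and -0.31 at day 5 (limma adjusted p = 0.0013). Its day 5 value was -0.18 without DMSO day 5 replicate 1 and -0.45 without DMSO day 5 replicate 3, each with 1 DMSO library left and no test. The responses differed between the days by -3.82 for Bmf (adjusted p = 3.24e-15) and -1.82 for Bcl2l11 (adjusted p = 9.56e-14).

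**Figure D5:**
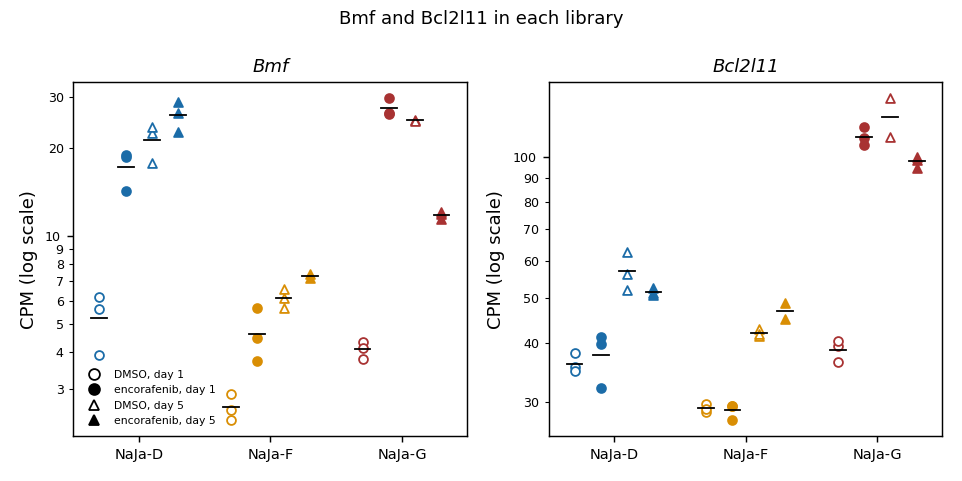
CPM on a log axis of Bmf and Bcl2l11 in each library, by line, treatment and day, with group means as lines. In NaJa-G, the mean of Bmf in DMSO was 4.09 CPM at day 1 and 24.9 CPM at day 5.

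Antigen presentation was examined because the study asked how BRAF inhibition affects it. The class I antigen presentation list (16 genes tested) had medians of 0.21 and 0.50 in NaJa-D, 0.42 and 0.37 in NaJa-F and 0.48 and 0.79 in NaJa-G (limma fry, adjusted p from 9.63e-12 to 1.32e-05), and none passed under camera. Without 1 library, the NaJa-D median at day 1 ranged from 0.11 to 0.29 and kept its call. Over all genes, 11, 11, 8, 11, 12 and 13 members were called, of which 8, 10, 8, 11, 11 and 13 were higher, and 11, 12, 8, 11, 12 and 14 were called adjusted over the list alone. B2m (ENSMUSG00000060802, chromosome 2, 122147686 to 122153083) rose from 140.1 ± 10.7 to 255 ± 8.82 CPM in NaJa-G at day 5 (SD, n = 2 and 3). In NaJa-D at day 1 its call (0.23) was lost in 4 of the 6 fits without 1 library (0.11 to 0.30). The MHC genes form a family of similar sequences, so their counts are uncertain. H2-K1 changed by 0.17 (limma adjusted p = 0.0559) and 0.37 in NaJa-D, 0.12 (adjusted p = 0.236) and 0.60 in NaJa-F and 0.41 and 1.24 in NaJa-G. H2-D1 did not pass the threshold at day 1 in any line, and gained the call in NaJa-G without DMSO day 1 replicate 1 (0.31). In NaJa-F at day 5 its call (0.38) was lost without any 1 of the 3 DMSO libraries. Its sign in NaJa-D at day 1 (0.01) changed with the scaling. H2-T22 and H2-T23 were higher in all 6. Of the 11 MHC genes shown by the study, 5, 5, 4, 5, 8 and 10 were called over all genes and 5, 5, 4, 6, 8 and 10 adjusted over the list alone (all higher, but for 1 lower in NaJa-G at day 5), with the same limit on independence.

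Immune regulators and secreted factors were read at the transcript level. Pdcd1lg2 (ENSMUSG00000016498, chromosome 19, 29410919 to 29471161), which encodes PD-L2, was lower in all 6 comparisons. In NaJa-G it fell from 19.9 ± 0.492 to 3.52 ± 0.308 CPM at day 1 and from 8.47 ± 0.0568 to 0.447 ± 0.0451 CPM at day 5. Havcr2 was lower in all 6 (-2.55 to -0.73), and Lgals9 (0.49 to 2.98) and Tgfb2 (0.88 to 4.01) were higher in all 6. Cd274 was lower in NaJa-G (-1.03 and -0.63) and did not pass the threshold in NaJa-D or NaJa-F. At day 1 its response differed between NaJa-G and NaJa-D by -0.87 (limma adjusted p = 0.000245). C4bp in NaJa-G at day 5 was at least 48.2-fold higher under encorafenib, its DMSO libraries having 3 counts or fewer. Of the 8 immune regulators, 5, 6, 7, 5, 8 and 8 were called over all genes and 5, 6, 7, 6, 8 and 8 adjusted over the list alone. The call of Ceacam1 in NaJa-D at day 1 (0.24) was lost without DMSO replicate 1 (0.16). Of the 8 transcripts of secreted factors, 6, 7, 6, 4, 6 and 6 were called, and 6, 7, 7, 4, 7 and 6 adjusted over the list alone. For Cxcl1, fits without 1 library took the call in NaJa-D at day 5 (0.52) in 5 of 6 (0.42 to 0.60) and in NaJa-G at day 1 (-0.75) in 4 of 6 (-0.91 to -0.63), and gave 1 in NaJa-F at day 1 without DMSO replicate 2 (-0.54). Spp1 was lower in all 6 (-2.90 to -1.03) and Cxcl16 higher in all 6 (0.42 to 1.64). Areg was higher in NaJa-D at day 5 (0.53) and lower in the other comparisons, and its response at day 5 differed between NaJa-G and NaJa-D by -3.18 (limma adjusted p = 1.04e-13).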

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

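The response differences, their list tests and their fits with camera or without 1 library were planned, as given with the processing. The other tests here were chosen after the results were seen, except the shares of genes that changed more in DMSO than under encorafenib. The limit that left the ERK targets of NaJa-F open was set after its value was seen. The results here were singled out because the encorafenib response differed between lines or between days in a test of the difference itself, except the numbers of genes changed in NaJa-G and in NaJa-F, which were compared after they were seen and whose differences were not tested. Single libraries far from the others were looked for in 30 tests, of 10 values in the 5 or 6 DMSO libraries of each line, and 0 were found where chance gives 1.5. These tests pooled both days, whose differences widen the range, so they say little about single libraries.

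The response differed for 1240 genes between NaJa-F and NaJa-D, 5134 between NaJa-G and NaJa-D and 4724 between NaJa-G and NaJa-F at day 1, and for 1248, 3089 and 3412 genes at day 5. Other splits of the libraries into groups of the same sizes gave as many genes in 4 of 100 for NaJa-F against NaJa-D at day 1, the actual split included, with 1745 genes in the largest other split. This count was 3937 without NaJa-D encorafenib day 1 replicate 3, 645 and 752 without replicates 1 and 2 of that group, 758 without NaJa-D DMSO day 1 replicate 3, and 715 and 808 without NaJa-F DMSO or encorafenib day 1 replicate 3. For NaJa-G against NaJa-D and against NaJa-F at day 1, 1 of 100 splits gave as many genes. The largest other splits had 4117 and 1354 genes. The day 5 comparisons have groups of 2 and were not split. For encorafenib against DMSO in NaJa-D at both days, NaJa-F at day 1 and NaJa-G at day 1, and for DMSO over time in NaJa-D and NaJa-F, 1 of 10 splits gave as many genes, the smallest share this design allows, and the other splits gave 51 genes at most in NaJa-D at day 1 and 0 in the rest. The comparisons of lines in DMSO gave 1 of 100 each. Their largest other splits had 5923 genes for NaJa-F against NaJa-D, 8086 for NaJa-G against NaJa-D and 5924 for NaJa-G against NaJa-F. The actual splits had 8685, 9515 and 7673.

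More genes changed under encorafenib in NaJa-G than in the other lines. Library size as the whole cause is argued against by 8795 genes in NaJa-G at day 1 at equal depth, against 6319 in NaJa-D and 3933 in NaJa-F. GC content is argued against by 9147 genes after the GC correction (6572 and 4445 in the other lines), and a few abundant genes by 8961 genes without the 50 most abundant (6333 and 4068). Tighter replicates are argued against by the median absolute log2 fold change, 0.47 in NaJa-G at day 1 against 0.31 in NaJa-D and 0.21 in NaJa-F. A larger response of NaJa-G, which the design names, stays open as a hypothesis that was found and tested on the same data. Other properties that differ between the cultures were not tested.

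The NaJa-F response had fewer genes at day 5 than at day 1. The smaller group as the whole cause is argued against, since day 1 gave at least 3374 genes with 2 encorafenib libraries, against 2567 at day 5. GC content as the whole cause is argued against by 2679 genes at day 5 and 4445 at day 1 after the GC correction. A weaker response at day 5 stays open and may be biological, as a hypothesis.

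The response differed between day 5 and day 1 for 1029 genes in NaJa-D, 830 in NaJa-F and 4473 in NaJa-G. In NaJa-D, 1 of 100 splits gave as many genes, with 783 genes in the largest other split. The count was 3104 without encorafenib day 1 replicate 3, and 581 and 645 without replicates 1 and 2 of that group. It was 587 without DMSO day 1 replicate 3, 644 without DMSO day 5 replicate 1 and 671 without encorafenib day 5 replicate 3. Of the 1029 genes, 60.7% changed more over time in DMSO than under encorafenib, as culture time in the controls would give. This share lay just past the limit set for that reading, so it does not set NaJa-D firmly apart from the other lines. Of the same genes, 466 changed over time in DMSO only, 324 under encorafenib only and 203 in both. Culture time in the controls thus need not account for all of them. In NaJa-F the share was 40.7%, with 238 genes changed in DMSO only and 344 under encorafenib only. In NaJa-G it was 49.9%, with 1383 and 1667 genes. The shares of NaJa-F and NaJa-G lay near an even division, in NaJa-F just inside the limit set for leaving it open, and in these lines culture time and a changing response cannot be told apart.

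The response of the ERK targets was more positive at day 5 than at day 1 by 0.44 in NaJa-D, 0.57 in NaJa-F and 0.76 in NaJa-G, and that of the MAPK activity list by 0.34, 0.27 and 0.26. In NaJa-D the latter was 0.24 (adjusted p = 0.0502, range over the alternatives 0.00128 to 0.211) without encorafenib day 1 replicate 1. In NaJa-G it ranged from 0.15 to 0.43 without 1 library. A return of ERK output under encorafenib and a decline in the DMSO controls would both give a more positive response at day 5. The study also compared ERK phosphorylation between DMSO and encorafenib at day 1 and day 5 by Western blot, and reported a rebound. That protein evidence is separate from the transcript counts read here. From day 1 to day 5 in DMSO, the ERK targets changed by -0.42, -0.25 and -0.21 (limma fry, adjusted p = 3.97e-05, 0.000218 and 1.83e-05 over 12 tests) and the MAPK activity list by -0.32, -0.25 and -0.02 (adjusted p = 0.00038, 0.0358 and 0.38). Under encorafenib the ERK targets changed by -0.11 in NaJa-D and 0.15 in NaJa-G (adjusted p = 0.745 and 0.791), and the MAPK activity list by -0.22 in NaJa-D and 0.14 in NaJa-F (adjusted p = 0.791 and 0.379). In NaJa-D, and for the MAPK activity list in NaJa-F, a decline in the controls may account for the difference. For the ERK targets in NaJa-G, the change of -0.21 in DMSO was small beside the difference of 0.76. There a decline in the controls may account for part of it. Fry gave the direction of the ERK targets under encorafenib as up in NaJa-D and down in NaJa-G, opposite to the medians. An adjusted p above the threshold does not show that a list stayed unchanged. In NaJa-F the ERK targets rose under encorafenib by 0.28 (adjusted p = 0.12), about as much as they fell in DMSO, so a decline in the controls and a return under encorafenib cannot be told apart. In NaJa-G the MAPK activity list rose under encorafenib by 0.37 (adjusted p = 5.66e-05), which argues against a decline in the controls as the whole cause. Under camera none of these 12 changes over time passed (adjusted p of 0.612 or more).

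In NaJa-G the ERK targets responded more negatively than in NaJa-D and NaJa-F, by -0.79 and -0.75 at day 1 and by -0.66 and -0.63 at day 5, and the MAPK activity list by -0.45 and -0.56 at day 1 and by -0.64 and -0.63 at day 5. The lists kept their calls under the GC correction and at equal depth, and lost them under camera. Leaving out abundant genes and the spread of the replicates were not tested on the lists, and neither was a biological difference between the lines.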

How the results depend on the processing

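The GC correction, alone or with the replicate block, and the equal depth were tests chosen after seeing the data. filterByExpr and no filter removed no gene, so they tested nothing and are left out here. Across the other alternatives, the 21 counts of genes stayed within 1.5 times in 377 of 423 fits, the 50 list results kept direction and call in 806 of 848 fits with a test, and the 296 gene values in 3361 of 3474. Another 48 list and 228 gene fits left 1 library in a group and had no test, and 48 and 224 of them moved by less than the spread between replicates. Leaving out 1 library changed the sign of 6 gene values (13 fits with a test), took the call from 19 (65 fits), gave it to 4 (6 fits) and moved 4 beyond that spread without a test. In 4 gene fits without a test the sign changed within the spread. Replicate numbers do not pair the libraries, with a median correlation of 0.0021 over 48 pairs. The replicate block reversed Csf2 in NaJa-F at day 5 (0.028) and took the call from 1 other gene value. The GC correction took the call from 1 gene value and gave it to 3. RLE scaling took 2 and gave 2, DESeq2 took 1 and gave 1, and library size only took 2 and gave 5. The cause of the changes below was not tested, except where the threshold or the number of libraries sets it.

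An absolute log2 fold change of at least 1 gave, for encorafenib, 1103 and 778 genes in NaJa-D, 691 and 579 in NaJa-F and 2883 and 2263 in NaJa-G. For the lines in DMSO it gave 1773, 2872 and 2089, for time in DMSO 412, 197 and 559, for the responses of lines 202, 1345 and 953 at day 1 and 279, 1034 and 1144 at day 5, and for those of days 181, 286 and 1380. An adjusted p below 0.05 gave 4053 genes for time in DMSO in NaJa-F, 3223 and 2207 for the responses of NaJa-F against NaJa-D at day 1 and day 5, 4642 for NaJa-G against NaJa-D at day 5, and 2401 and 1414 for those of days in NaJa-D and NaJa-F. With DESeq2, the response of NaJa-F against NaJa-D at day 1 had 2143 genes. With only the groups compared, encorafenib in NaJa-D at day 1 had 3546 genes, time in DMSO in NaJa-G 1182, the response of NaJa-F against NaJa-D at day 1 415 and that of days in NaJa-D 261. The ERK targets in NaJa-D at day 5 then had 0.064 (adjusted p = 0.265, range over the alternatives 0.00284 to 0.805), and at day 1 -0.45 (adjusted p = 0.0613, range 8.87e-05 to 0.302) with library size only.

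Under camera with an estimated correlation, 37 of 50 list results lost their call, with adjusted p from 0.0528 to 0.805, their medians being unchanged by construction. These were the ERK targets in NaJa-D (-0.53 and 0.074), in NaJa-F at day 1 (-0.71) and in NaJa-G (-1.45 and -0.64), the MAPK activity list (-0.66 and -0.44, -0.75 and -0.33, -1.15 and -0.73), the class I list (0.21 and 0.50, 0.42 and 0.37, 0.48 and 0.79), the death effectors in NaJa-G at day 5 (0.79), the cell cycle list in NaJa-D at day 1 (-0.51), in NaJa-F (-0.22 and -0.18) and in NaJa-G at day 5 (-0.59), and the mesenchymal list in NaJa-F against NaJa-D (1.80). So did the response differences of the ERK targets between days (0.44, 0.57 and 0.76) and of NaJa-G against NaJa-D and NaJa-F (-0.79 and -0.75 at day 1, -0.66 and -0.63 at day 5), and those of the MAPK activity list (0.34, 0.27 and 0.26, then -0.45 and -0.56, and -0.64 and -0.63).

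Leaving out 1 library gave 645 to 3937 genes for the response of NaJa-F against NaJa-D at day 1 and 581 to 3104 for that of days in NaJa-D, the highest of both without NaJa-D encorafenib day 1 replicate 3 and the lowest without replicate 1. Time in DMSO in NaJa-F ranged from 1462, without DMSO day 1 replicate 2, to 1944, and was 1572 without DMSO day 5 replicate 3. The ERK targets in NaJa-D at day 5 ranged from 0.053 to 0.093, losing the call at 0.053 without DMSO day 5 replicate 2 and at 0.060 without encorafenib day 5 replicate 2. The MAPK response of days in NaJa-D ranged from 0.24, without encorafenib day 1 replicate 1, where it lost the call, to 0.44.

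Values near 0 changed sign, with no call in any of these fits. Bcl2l2 in NaJa-F at day 1 was -0.015 with edgeR, -0.008 with DESeq2 and -0.012 with library size only, and from -0.11 (without DMSO day 1 replicate 2) to 0.22 without 1 library. H2-D1 in NaJa-D at day 1 was -0.0077 with DESeq2, -0.0069 with RLE scaling and -0.030 with the GC correction, and from -0.11 (without DMSO day 1 replicate 1) to 0.081. Egfr in NaJa-F against NaJa-D was -0.011, -0.0084 and -0.072 in the same order, and from -0.035 (without NaJa-D DMSO day 5 replicate 3) to 0.034. Tyro3 in NaJa-F against NaJa-D was 0.0077 with library size only. Without 1 library, Bcl2l11 at day 1 ranged from -0.0079 (without encorafenib day 1 replicate 2) to 0.13 in NaJa-D and from -0.034 to 0.017 (without encorafenib day 1 replicate 3) in NaJa-F, and Cd274 from -0.14 to 0.072 (without encorafenib day 5 replicate 2, which leaves 1 library and no test) in NaJa-F at day 5. Likewise with no test, Il33 was 0.061 and Csf2 0.092 in NaJa-F at day 5 without encorafenib day 5 replicate 2, and Cxcl1 0.15 in NaJa-G at day 5 without DMSO day 5 replicate 3.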

Other observations

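The tests in this part were chosen only after the results were seen, except the fits of Bmf and Bcl2l11 without 1 library. NaJa-D encorafenib day 1 replicate 3 lay apart from its replicates, with a root mean square deviation of 0.464 log2 CPM against 0.185 to 0.372 in the 29 other libraries from groups of 3. A mixture with DMSO cells would shift induced and suppressed genes towards DMSO alike. The median shift was 10.2% (95% bootstrap interval 8.45% to 11.7%) for 195 suppressed genes and 55.6% (49.1% to 63.0%) for 713 induced genes, which argues against it. Correlations of its deviations with GC content (0.117) and transcript length (-0.154) lay within the range of the other libraries. Non-coding transcripts had a median deviation of -0.39, outside the range of -0.24 to 0.26 in the others, and the ribosomal protein genes 0.31, outside -0.17 to 0.25. Neat1 and Malat1, chosen after their values were seen, deviated by -2.79 and -1.54. In the 29 others they ranged from -2.21 to 2.19 and from -0.82 to 1.47. Of these, NaJa-G DMSO day 1 replicate 1 had the lowest Neat1, Malat1 and non-coding values and the highest ribosomal value. A weaker form of the pattern thus occurred in another library. A lower share of nuclear or unprocessed RNA is a candidate explanation for NaJa-D encorafenib day 1 replicate 3.

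The library titled NaJa-D DMSO day 1 replicate 3, with NaJa-G in its cell line field, correlated with the NaJa-G DMSO day 1 libraries at 0.920 at most and with NaJa-D at 0.995, which argues against a mislabelled title.

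The mesenchymal list was higher in NaJa-G. Fibroblasts as a source were tested with Col1a1, Col1a2, Col3a1, Dcn and Pdgfrb, of which Col1a1, Col1a2 and Col3a1 are also in the mesenchymal list. Pdgfrb, and the use of all 5 genes, were chosen after the values were seen. The highest mean in NaJa-G was that of Col1a1, 42.1 CPM at day 1 against 1.07 CPM in NaJa-D, with Col1a2 at 15.8 CPM, Col3a1 at 4.13 CPM, Pdgfrb at 1.68 CPM and Dcn at 0.163 CPM. These lie far below Vim, 2503 CPM, and argue against fibroblasts as the main source of the list. Levels of different genes do not measure a share of cells, so these counts do not exclude a small share of other cells. By PCR, the study found the wild-type Apc and Trp53 alleles lost at higher passages, and read this as a lack of host cells such as fibroblasts.

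The class I list was higher under encorafenib. Reads shared between MHC genes as the whole cause are argued against by the 11 members outside the H2 genes, with medians of at least 0.23 in all 6 comparisons. The interferon list (12 genes tested) rose as well, by 1.05 and 0.82 in NaJa-D, 0.63 and 0.92 in NaJa-F and 1.02 and 1.78 in NaJa-G (limma fry, adjusted p of 9.46e-10 or below over 15 tests). Under camera it passed in all but NaJa-G at day 1 (adjusted p = 0.112). An interferon response may contribute to the class I change, which these counts do not test further.

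In NaJa-G, Bmf was higher at day 1 (2.74) and lower at day 5 (-1.08) under encorafenib, and so was Bcl2l11 (1.51 and -0.31). For Bmf, a single library as the cause is argued against by the highest value without 1 library at day 5, -1.06. Bcl2l11 at day 5 was -0.18 without DMSO day 5 replicate 1 and -0.45 without DMSO day 5 replicate 3, each with 1 DMSO library left and no test, so a single library as the cause of its lower value cannot be told apart from a change in the group. GC content is argued against by -1.02 for Bmf and -0.29 for Bcl2l11 after correction. In DMSO, Bmf rose by 2.60 from day 1 to day 5, while under encorafenib it changed by -1.22, and Bcl2l11 rose by 1.64 in DMSO and changed by -0.17. Much of the reversal may thus come from the controls.

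The WNT target list (9 genes tested) changed by 0.24 and -0.17 in NaJa-D, 0.25 and -0.32 in NaJa-F and 0.96 and -0.35 in NaJa-G, at day 1 and day 5 (limma fry, adjusted p = 0.528 and 0.000188, 0.000172 and 3.7e-09, 2.49e-14 and 1.01e-07 over 15 tests). Of these 6, NaJa-F at day 5 passed under camera (adjusted p = 0.0328). The response differed between the days by -0.58 in NaJa-F and -1.10 in NaJa-G, which passed under camera (adjusted p = 0.006 and 0.006). The list rose over time in DMSO by 0.55 and 0.92 in these lines, which passed too (adjusted p = 0.006 and 0.00642). In NaJa-D these values were -6e-04 and 0.42 (limma fry, adjusted p = 0.0156 and 0.000183), and neither passed under camera (adjusted p = 0.34 and 0.289). In NaJa-F the list changed by -0.03 over time under encorafenib (limma fry, adjusted p = 0.0142, and camera, adjusted p = 0.508). This median was small beside the rise of 0.55 in the controls, which may account for much of the difference. Under fry the list still fell in NaJa-F, so there too the rise in the controls need not be the whole cause. In NaJa-G it changed by -0.48 over time under encorafenib (limma fry, adjusted p = 1e-06; camera, adjusted p = 0.289), which under fry argues against the rise in the controls as the whole cause.

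The libraries of NaJa-F encorafenib day 5 differed with GC content across genes (r = -0.658), as did those of NaJa-G DMSO day 5 (r = -0.556). In 30 other pairs of replicates the absolute value was at most 0.475, with a median of 0.137. Genes are not independent replicates. A GC bias is a candidate source of the difference, and no biological explanation was tested.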
